A study of Homo sapiens with 6 samples. Its data were reported in "RNA Expression Profiling of Human iPSC-Derived Cardiomyocytes in a Cardiac Hypertrophy Model" (2014).

How the data were processed

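Total RNA of control-CM and ET1-CM cultures from 3 separate experiments was labelled with biotin and hybridised by the authors to 6 Affymetrix human genome arrays, which read the 3' ends of transcripts. The stimulated cultures received 10 nM endothelin 1 for 18 h. The study describes control-CM as unstimulated controls and a harvest after 18 h. The labels of all 6 arrays share that harvest text, while the source labels of control-CM place the cells before stimulation. The authors processed the arrays with the affy and limma packages of R, whose versions are not given in the sources used here, and the summary method is not named. The deposited values are log2 signals, 1 per probe set and array, already normalized between arrays by the authors. They were used as deposited, with no further normalization, filter or offset. Depth in the sense of read counts does not exist for arrays, and the precision is limited by their number.

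The table holds 54675 probe sets, of which 62 are control probe sets. The platform annotation gave 41091 probe sets a single gene, 1801 several genes and 11721 no gene. Symbols were updated through the gene identifier for 41037 probe sets with a table of human genes (assembly GRCh38.p14, used for names only), and 54 kept the platform's symbol. This left 19775 genes, 10523 of them with more than 1 probe set. A gene was represented by the probe set with the highest mean over all 6 arrays among those that name that gene alone. Where probe sets of a gene passed an adjusted p of 0.05 in both directions, which was so for 126 of 10511 genes (a count without genes that are never named here), the representative decides the direction; no gene had changes of 2-fold or more each way (0 genes). Probe set identifiers with a suffix _s, _x or _a mark probes that match several transcripts or sequences, called shared-target suffixes here.

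Groups, tests, thresholds, gene lists and alternatives were set before the data were examined. The 2 groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3. No covariate was used, and the study's methods do not state a model. P-values are two-sided and adjusted with the Benjamini-Hochberg method. Probe sets were counted at the study's criteria, an adjusted p of 0.1 or less and a log2 difference beyond 1.5 either way. Genes were said to have risen or fallen at an adjusted p of 0.05 or less, over all genes tested, and the adjustment was repeated over each list alone. A total of 51 gene lists with 1176 entries were tested with camera at a preset correlation of 0.01, adjusted over the lists, and 101 entries had no probe set that names that gene alone and were not used. Camera asks whether a list moved relative to all other genes. An estimated correlation per list, and fry, which tests a list on its own for a change in a direction (or in either direction), were the alternatives. Array quality was compared with two-sided exact permutation tests over the 20 assignments of 6 arrays.

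The lists were hypertrophy markers, genes named by the study, immediate early genes, ERK feedback genes, SRF and actin cytoskeleton genes, YAP target genes, sarcomere genes, calcium handling genes, sodium and potassium channel genes, cardiac transcription factors, fatty acid oxidation genes, glycolysis genes, oxidative phosphorylation genes, citric acid cycle genes, extracellular matrix genes, TGF-beta response genes, matrix proteases and the plasminogen system, cell cycle genes, DNA replication licensing genes, ribosome biogenesis genes, cytosolic ribosomal protein genes, aminoacyl-tRNA synthetase genes, ATF4 and amino acid response genes, endoplasmic reticulum stress genes, heat shock genes, hypoxia response genes, p53 target genes, cholesterol synthesis genes, inflammatory cytokine genes, interferon response genes, endothelin and Gq signalling genes, calcineurin and NFAT genes, MAP kinase pathway genes, EGF family and growth factor genes, glucocorticoid response genes, circadian clock genes, gap junction and intercalated disc genes, integrin and focal adhesion genes, axon guidance genes, and ubiquitin ligase, autophagy and proteasome genes. Markers of cardiac fibroblasts, smooth muscle, endothelium, epicardium, pluripotent cells, neural cells, hepatocytes and endoderm, leukocytes, atrial and ventricular cardiomyocytes completed them. The top of the study's supplementary gene tables had been seen when the lists were written, and genes seen there were left out of the pathway lists, except that NAV1 stayed among the ventricular markers. The genes named are the 10 largest rises and the 10 largest falls among genes that passed and whose groups do not overlap (which chance gives for 10% of genes with 3 arrays against 3), the genes the study names, and up to 4 members of each list with the smallest adjusted p (2 with the highest mean where no member passed). Some genes that this rule allows are left out of the text for length. Outside the rule, members that did not pass were picked after their values were seen, to show exceptions: EGR4, JUN, NR4A2, ORC1, E2F1, PLK1, MYH7, MYL2 and ACTA2.

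The labels give each experiment a control-CM and an ET1-CM array, so the number marks a shared experiment. Deviations from the group means correlated at 0.0991, 0.146 and 0.169 between arrays of the same experiment and at -0.024 to -0.126 between arrays of different ones. The fit with the experiment number as a block, fixed or random, was an alternative. The others were centring on the array median or on the ribosomal protein genes, quantile normalization, cyclic loess, leaving out the lower part of mean signals or those below 5, an intensity trend with robust variance, an ordinary linear model, each array left out in turn, the mean of all probe sets of a gene, probe sets with shared-target suffixes left out, and other thresholds. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

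The procedure was tested on simulated data with 200 changed genes or probe sets. Among 19775 simulated genes, it recovered 25, 42, 48 and 47 of 50 genes shifted by 0.5, 1, 1.5 and 2 on the log2 scale, and 6 unchanged genes passed. Among 54675 simulated probe sets with the study's criteria it recovered 0, 0, 27 and 49 of 50 at the same sizes, the first 2 of which lie below the minimum fold, and 0 unchanged probe sets passed. With 51 lists of unchanged genes 0 lists passed, and with 1 list shifted by 1 that list passed and 0 others did. No result was obtained for members that correlate as estimated in the real lists, such as 0.526 for hypoxia response genes. How often camera passes unchanged lists of that kind was therefore not tested.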

Results

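Messenger RNA was measured on 6 human expression arrays, each hybridised with biotin-labelled RNA from cardiomyocytes that a supplier had derived from induced pluripotent stem cells (hiPSC-CMs). The cells came from 3 separate experiments, all with the same batch of cells, and each experiment gave an unstimulated culture (control-CM, n = 3) and a culture stimulated for 18 h with 10 nM endothelin 1 (ET1-CM, n = 3). Endothelin 1 is a vasoconstrictor peptide that acts on Gq-coupled receptors and enlarges cardiomyocytes in culture. Each array gave a log2 signal for 54675 probe sets, with array medians of 4.64 ± 0.01 in control-CM and 4.67 ± 0.01 in ET1-CM (mean ± SD). Differences are ET1-CM minus control-CM on the log2 scale with their standard error, levels are means with SD over the 3 arrays of a group, and gene p-values are limma's, adjusted over 19775 genes.

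The comparison asked which messenger RNAs change when hiPSC-CMs are driven into a hypertrophic state. The largest rise was that of C4orf54, from 3.51 ± 0.23 to 9.79 ± 0.33, which is 77.9-fold (adjusted p = 2.9e-06). CCL4, a chemokine that attracts leukocytes, rose 56.2-fold, and MAFF, a small basic leucine zipper transcription factor, rose 41.5-fold. RGS4, which shortens signalling through Gq and Gi proteins, rose by 5.13 ± 0.25. The next were SPMIP1 (4.59), the microtubule-associated kinase gene DCLK1 (4.16), the transcription factor gene SOX9 (3.86), the muscle ankyrin repeat gene ANKRD2 (3.84), CCN2 (3.34), which encodes connective tissue growth factor, and HK2 (3.30), a hexokinase of the first step of glycolysis. The highest adjusted p among these 10 genes was that of DCLK1, 3.7e-05. Probe sets of lower signal gave smaller rises for MAFF (2.35), RGS4 (3.64 and 2.41) and HK2 (0.50 and 0.48). For HK2 their limma p adjusted over all probe sets was 0.0700 and 0.0638. For DCLK1 such probe sets gave a larger rise (4.64) and smaller ones (0.95 and 0.53).

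The falls were led by the dopamine receptor gene DRD1, from 7.45 ± 0.23 to 4.04 ± 0.23, a difference of -3.41 ± 0.15 (adjusted p = 6.1e-06). IFIT1, an interferon-induced RNA-binding protein, fell 10.1-fold. The next falls include HELLS (-3.29), a chromatin remodelling helicase, RRM2 (-2.94), the small subunit of ribonucleotide reductase, UHRF1 (-2.79), which guides maintenance DNA methylation, and POLE2 (-2.74), a subunit of DNA polymerase epsilon. CT75 (-2.98), the scramblase family gene PLSCR4 (-2.95) and the secreted Wnt antagonist gene SFRP2 (-2.67) fell as well. TMT1A gave -2.85, but its probe sets that carry no suffix for shared targets gave 0.12 (adjusted p = 0.328). The other probe sets gave smaller falls for CT75 (-0.74) and SFRP2 (-0.79).

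Of the 54675 probe sets, 731 passed the criteria that the study set (adjusted p of 0.1 or less and a log2 difference beyond 1.5 either way, limma), 362 of them higher and 369 lower in ET1-CM. Without the minimum fold, 16288 probe sets passed. With 1 probe set per gene, 7089 of 19775 genes (35.8%) passed an adjusted p of 0.05, of which 2889 rose and 4200 fell. A change of at least 2-fold was reached by 422 of the genes that rose and 772 of those that fell, and 436 genes met the study's criteria, 200 higher and 236 lower. Among genes that passed, 99.9% had the same sign in all 3 experiments, against 63.3% of all genes, and their differences correlated between experiments with r of 0.945 to 0.966. Both are largely set by the choice of genes that differ on these same arrays. Over all genes r was 0.853 to 0.888, across genes, which are not independent replicates. The numbers of rises and falls depended on the scaling. Centring each array on the ribosomal protein genes moved the median difference of all genes up by 0.108 and gave 5150 rises and 3271 falls.

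**Figure D1:**
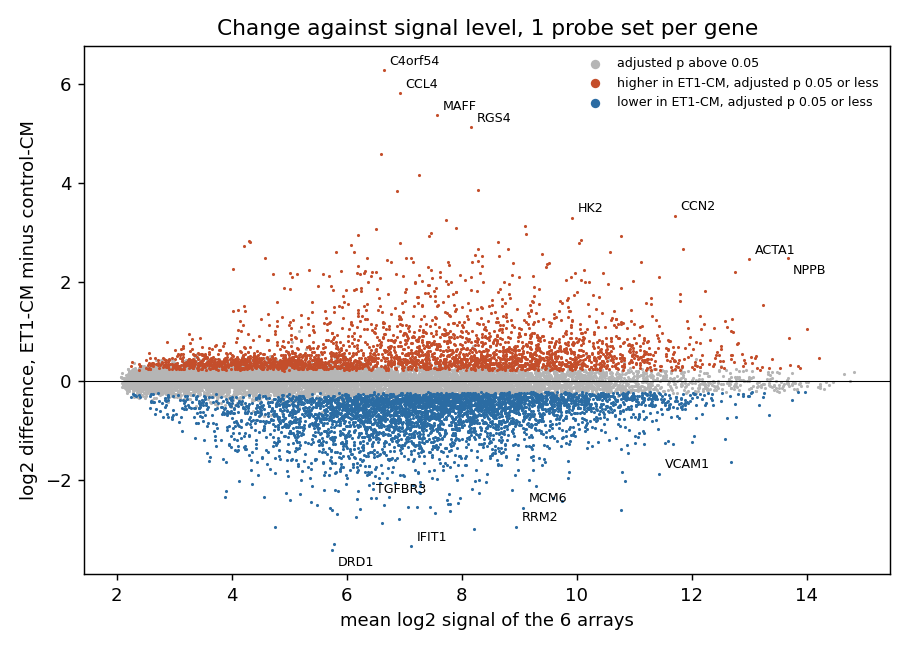
Log2 difference between ET1-CM and control-CM against the mean log2 signal of the 6 arrays, with a point per gene. Genes that rose (2889) are red, genes that fell (4200) are blue and all others are grey; C4orf54 and CCL4 lie highest, and DRD1 and IFIT1 lie lowest.

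Several classical markers of cardiac hypertrophy rose. NPPB, which encodes B-type natriuretic peptide, went from 12.42 ± 0.87 to 14.91 ± 0.02 (at least 5.64-fold, adjusted p = 7.9e-04). In ET1-CM it stood at or just under the highest signal of its array, so the size is a lower bound. NPPA, the atrial natriuretic peptide gene, rose by 1.06 ± 0.12. ACTA1, the skeletal muscle alpha-actin that fetal hearts express, rose by 2.47 ± 0.36 (adjusted p = 9.0e-04). In the list of hypertrophy markers, 10 of 19 measured members rose, 2 fell and 7 did not pass, with the same counts adjusted over the list alone. The stretch-responsive genes CCN2 and XIRP1 rose by 3.34 and 1.56. The calcineurin inhibitor gene RCAN1 gave 1.83, although its probe sets without a shared-target suffix gave -0.18 (adjusted p = 0.393). As a set the markers rose relative to all other genes (camera, adjusted p = 0.00470), with an adjusted p = 0.444 with an estimated correlation. MYH7, the slow beta-myosin heavy chain, had a difference of -0.06 (adjusted p = 0.608).

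Among the 14 genes that the study singles out in its text, 9 rose, 4 fell and 1 did not pass. The study picked some of these genes with the same samples in hand, so their counts, which were the same adjusted over the list alone, are not independent evidence of direction. For the same reason the test of the 14 genes as a set, with or without an array left out, is not independent evidence. Besides the natriuretic peptides and ACTA1, rises were seen for the immediate early genes FOS (2.17 ± 0.16) and MYC (2.22 ± 0.27), for the matrix glycoprotein gene THBS1 (2.79 ± 0.14), for the kinase gene MAP3K9 (1.86 ± 0.10) and for TGFB2 (1.42 ± 0.08), a transforming growth factor beta. MCM6, a subunit of the replicative helicase, fell by 2.55 (SE 0.10). TGFBR3, the betaglycan co-receptor, had -2.36 ± 0.17, and the p38-activating kinase gene MAP2K6 had -1.64 ± 0.27. The MAP2K6 probe set without a shared-target suffix (adjusted p = 0.642) reads 2.67 on average, at the level of the unspiked controls, and so cannot show a fall. The cyclin-dependent kinase gene CDK6 fell by 0.56 and the cardiac transcription factor gene MEF2C rose by 0.30, with an adjusted p of 0.0144 that became 0.0525 without control-CM 1. TLCD2 differed by -0.13 (adjusted p = 0.472). Some probe sets of lower signal did not show the change, with 0.00 for MAP3K9, -0.06 for THBS1 and 0.34 for CDK6. Their adjusted p over all probe sets was 0.989, 0.870 and 0.0777 (limma). As a set the 14 genes had an adjusted p = 0.0631 by camera, and 0.0409 without control-CM 1, 0.0484 without ET1-CM 1, 0.0389 without control-CM 2 and 0.0350 without control-CM 3, against 0.324 with an estimated correlation.

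**Figure D2:**
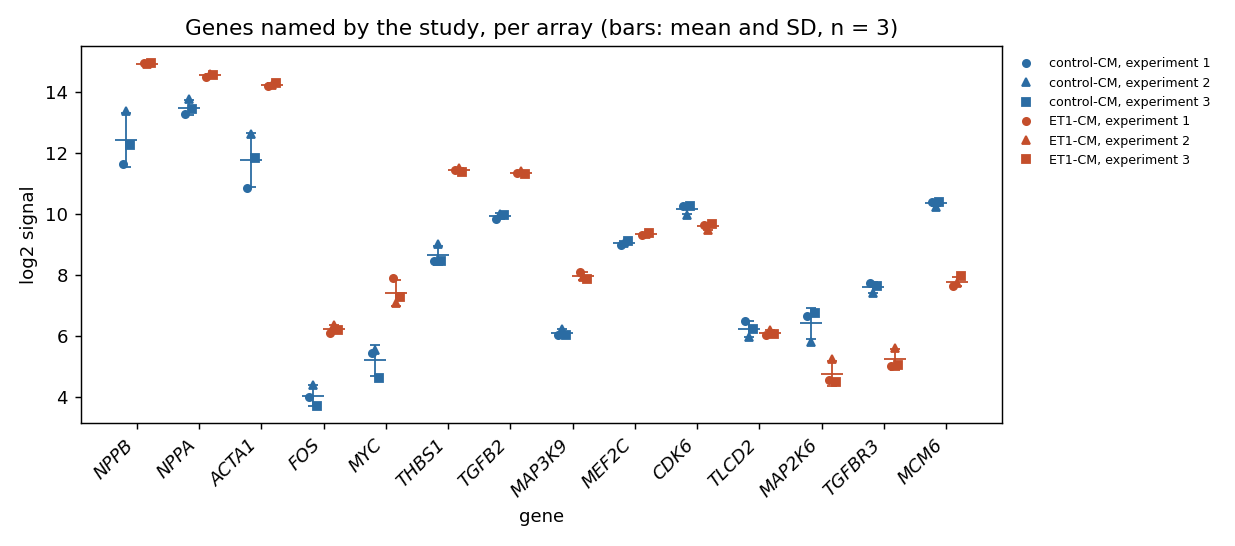
Log2 signal on each of the 6 arrays for the 14 genes that the study names, with a horizontal bar for the mean and a vertical bar for the SD of the 3 arrays of a group. The groups lie apart for NPPB, ACTA1, FOS and MCM6, and they overlap for TLCD2.

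Immediate early genes, which encode transcription factors and regulators induced within minutes to hours of a stimulus, were higher after 18 h of stimulation. Of 25 measured members, 22 rose, and EGR4, JUN and NR4A2 did not pass. Besides MAFF, the AP-1 subunit gene FOSL2 rose by 3.08, the nuclear receptor gene NR4A3 by 2.41 and IER2 by 1.16. The 3 that did not pass differed by 0.26, 0.11 and 0.02 (adjusted p = 0.129, 0.530 and 0.943) and were picked out after their values were seen. Genes that restrain or report ERK signalling moved with them, with 13 of 19 members higher and 2 lower. The Sprouty gene SPRY4 rose by 2.17, the nuclear ERK phosphatase gene DUSP5 by 2.40, the receptor tyrosine kinase gene EPHA2 by 2.03 and PHLDA1 by 2.97. Both sets rose relative to all other genes (camera, adjusted p = 5.1e-13 and 2.4e-06). Both had an adjusted p = 0.324 with an estimated correlation. Adjusted over the list alone, the counts were the same, as they were for every list below unless another count is given.

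Genes of DNA replication and the cell cycle fell together. Of 22 measured replication genes, 21 fell, with a mean difference of -1.72, and ORC1, at a signal of 3.69 ± 0.07 in control-CM, was the exception (-0.13, adjusted p = 0.279). The helicase subunit gene MCM2 fell 5.83-fold, the same order as MCM6, and the GINS subunit gene GINS1 fell 3.01-fold. GINS2 gave -2.47, against 0.07 (adjusted p = 0.606) from its probe sets without a shared-target suffix. In the cell cycle list, 26 of 28 members fell, with a mean of -1.28. They include the licensing factor gene CDC6 (-2.21), the thymidylate synthase gene TYMS (-2.01), the cyclin gene CCNE2 (-2.60) and RRM2. E2F1 (-0.16, adjusted p = 0.183) and PLK1 (-0.24, adjusted p = 0.203) did not pass and were picked out after their values were seen. Both sets fell relative to all other genes (camera, adjusted p = 2.9e-16 and 1.7e-13). Each had an adjusted p = 0.324 with an estimated correlation.

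Targets of serum response factor and genes of the actin cytoskeleton rose, with 19 of 23 members higher and 1 lower. TAGLN, the actin-binding transgelin of smooth muscle, rose by 2.66 ± 0.26, the pseudokinase gene TRIB1 by 1.11, the talin gene TLN1 by 0.93 and SRF itself by 0.72 (camera, adjusted p = 6.2e-08; adjusted p = 0.394 with an estimated correlation). Smooth muscle markers, of which 4 of 13 also belong to the SRF list, moved with it. Of these 13 markers, 12 rose, among them the calcium-activated potassium channel subunit gene KCNMB1 (1.06) and the calponin gene CNN1 (1.16), and ACTA2 differed by 0.18 (adjusted p = 0.226). Their camera adjusted p was 2.2e-05, with an adjusted p = 0.324 with an estimated correlation. Targets of the mechanosensitive coactivator YAP rose in 14 of 20 cases and fell in 2. Besides CCN2 and TGFB2, they include the receptor tyrosine kinase gene AXL (1.73) and the ferlin gene MYOF (2.10), and the set had an adjusted p = 2.4e-05 by camera and an adjusted p = 0.324 with an estimated correlation. Of 22 integrin and focal adhesion genes, 13 rose and 1 fell, or 17 and 2 adjusted over the list alone. The integrin genes ITGA4 and ITGA9 went opposite ways (3.07 and -0.98), while the hyaluronan receptor gene CD44 (1.96) and the parvin gene PARVA (1.12) rose. The set had an adjusted p = 2.2e-05 by camera and an adjusted p = 0.324 with an estimated correlation. The 3' minus 5' log2 difference of the ACTB control probe sets was lower in ET1-CM than in control-CM on the same arrays, 0.225 ± 0.223 against 0.710 ± 0.254.

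**Figure D3:**
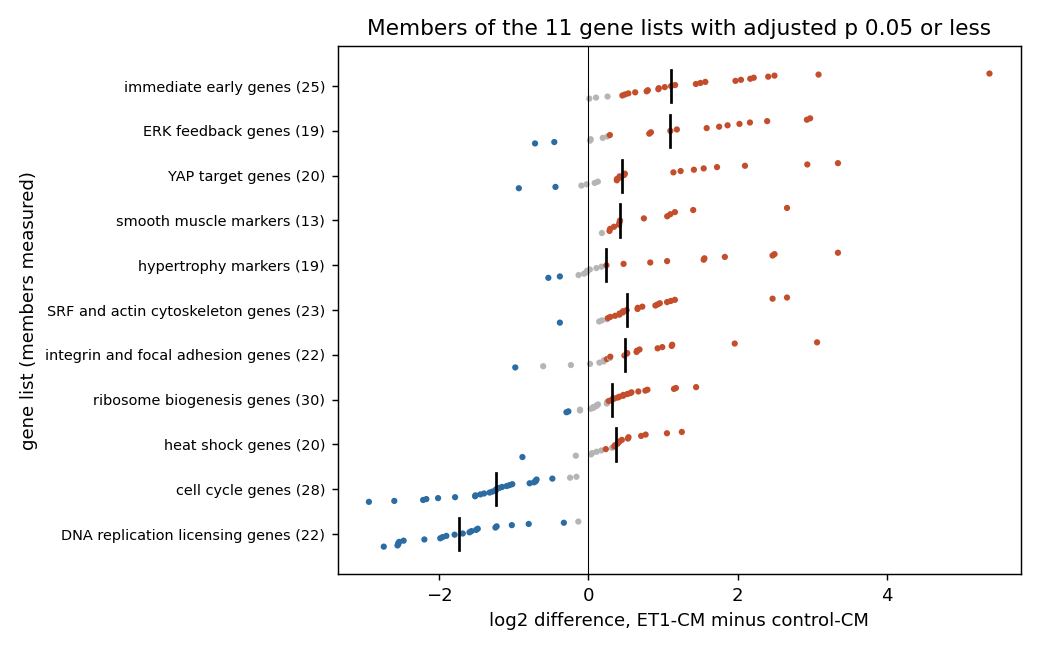
Log2 differences of the members of the 11 gene lists with a camera adjusted p of 0.05 or less, with the number measured in brackets and a vertical bar at the median. Members that rose are red, members that fell are blue and the rest are grey; 9 lists lie mainly above 0 and 2 below it.

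Genes for building ribosomes rose. Of 30 ribosome biogenesis genes, 17 rose and 2 fell. The nucleolar genes NOP16 and NOC3L rose by 1.45 and 1.17, POLR1A, the large subunit of RNA polymerase I, by 0.79, and RRP12 gave 1.15 but an adjusted p = 0.794 from its probe sets without a shared-target suffix (camera, adjusted p = 5.1e-05; adjusted p = 0.324 with an estimated correlation). Among 25 cytosolic ribosomal protein genes the median difference was -0.08. RPS19 and RPL3 passed as lower, both at -0.23, but not with the experiment number as a fixed block (adjusted p = 0.0546 and 0.0689). Adjusted over the list alone no member passed. RPL3 also lost its call without any single array, and RPS19 without any but control-CM 2, with adjusted p of up to 0.145 and 0.133 (camera for the list, adjusted p = 0.133). Heat shock genes rose in 13 of 20 cases and fell in 1 (14 and 1 adjusted over the list alone). The small heat shock protein gene CRYAB rose by 1.25 ± 0.11 and the chaperone gene HSPH1 by 1.05 ± 0.07, and HSPA4L differed by -0.88 ± 0.09. The set had an adjusted p = 2.4e-04 by camera and an adjusted p = 0.374 with an estimated correlation, and 0.0822 when probe sets with shared-target suffixes were left out.

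Other lists of protein and amino acid metabolism went both ways. In the ATF4 and amino acid response list, 10 of 22 members rose and 4 fell (5 adjusted over the list alone), with rises of the amino acid transporter genes SLC7A1 (1.75) and SLC7A5 (1.41) and of DDIT3 (1.01). The list had an adjusted p = 0.0631 by camera, 0.0484 without ET1-CM 1 and 0.0462 without ET1-CM 3, against 0.324 with an estimated correlation. Aminoacyl-tRNA synthetase genes had 5 rises, led by VARS1 (1.01), and 4 falls among 17 (adjusted p = 0.664). Of 21 endoplasmic reticulum stress genes, 5 rose and 4 fell, among them the chaperone gene CALR (-0.70; list adjusted p = 0.693). Proteasome genes had 2 rises and 9 falls among 27 with a median of -0.15 (adjusted p = 0.112). Of these falls, PSMA2, PSMA4, PSMC2 and PSMD4 did not pass with centring on the ribosomal protein genes (adjusted p = 0.0573, 0.0517, 0.0627 and 0.0669). PSMD4 gave 0.51 (adjusted p = 0.00343) from its probe sets without a shared-target suffix. The ubiquitin ligase and autophagy list had 6 rises and 9 falls among 22, including falls of ULK1 (-0.81), a kinase that starts autophagy, and of FBXO32 (-1.28), the atrophy-linked ligase atrogin (adjusted p = 0.400).

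Genes of energy metabolism went both ways. HK2 rose by 3.30 and the phosphofructokinase gene PFKP by 0.77, whereas ALDOC and PGAM2 fell (-1.37 and -1.06). In total 13 of 25 glycolysis genes rose and 4 fell (5 adjusted over the list alone). Their camera adjusted p was 0.0699, and 0.0245 with the experiment number as a fixed block. Hypoxia response genes had 8 rises and 3 falls among 17, with EGLN3, an oxygen-sensing prolyl hydroxylase, at 2.09, P4HA2 at 1.19 and MXI1 at -1.22 (adjusted p = 0.0631, and 0.0192 with the block). Cholesterol synthesis genes had 6 rises and 2 falls among 16, with the sterol pathway genes SQLE and MSMO1 at 0.83 and 0.88 and PMVK at -0.76 (adjusted p = 0.0870, and 0.0313 with the block). IDI1 gave 0.62, against -0.13 from its probe sets without a shared-target suffix. Without ET1-CM 1 these 3 lists had adjusted p of 0.0497 (glycolysis), 0.0396 (hypoxia) and 0.0484 (cholesterol), without control-CM 2 glycolysis had 0.0334 and cholesterol 0.0319, and without ET1-CM 3 hypoxia had 0.0111. With the experiment number as a random block none of these 3 lists passed. With an estimated correlation the adjusted p was 0.667 (glycolysis), 0.696 (hypoxia) and 0.667 (cholesterol).

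Fatty acid oxidation genes had 7 rises and 14 falls among 33, or 9 and 17 adjusted over the list alone. CPT1A, which admits fatty acids to mitochondria, differed by -1.01, the oxidation enzyme gene HADH by -1.09 and the transporter gene SLC27A6 by -1.11, while LPL, a lipase, rose by 2.53 (list adjusted p = 0.268). Of 41 oxidative phosphorylation genes, 3 rose and 1 fell with a median of 0.01, led by the complex I gene NDUFS4 (0.40), and adjusted over the list alone no member passed (adjusted p = 0.537). The citric acid cycle list had 4 rises and 2 falls among 16, with MDH2 at -0.47 and SUCLG2 lower with an adjusted p = 1.1e-04 (list adjusted p = 0.417). Its rises include DLAT (0.57) and IDH3A (0.87), the latter against 0.07 from its probe sets without a shared-target suffix (adjusted p = 0.757).

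Genes of the sarcomere, the contractile unit, had members that went each way. Of 25 sarcomere genes, 6 rose (7 adjusted over the list alone), 3 fell and the median was 0.02 (adjusted p = 0.221). The ubiquitin ligase gene TRIM55 rose by 1.75, the Z-disc genes MYOZ2 and NEXN by 0.87 and 0.90, and the ligase gene TRIM63 fell (-0.50). Calcium handling genes split evenly, with 9 rises and 9 falls among 24 (adjusted p = 0.720). The L-type calcium channel genes CACNA1D and CACNB2 fell (-2.12 and -1.30), and SLN, an inhibitor of the sarcoplasmic calcium pump, rose by 1.24. The T-type channel gene CACNA1G gave -1.69, against 0.30 from its probe sets without a shared-target suffix (adjusted p = 0.267). Sodium and potassium channel genes had 5 rises (6 adjusted over the list alone) and 6 falls among 23, with the background potassium channel gene KCNK3 at 1.97 and KCNJ5 at -1.04 (adjusted p = 0.720). In the intercalated disc list, 9 of 23 members rose and 5 fell, with XIRP1 at 1.56 and the atrial connexin gene GJA5 at -1.82 (adjusted p = 0.289).

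Cardiac transcription factor genes had 3 rises and 9 falls among 22 (camera, adjusted p = 0.0699). The ventricular regulators HEY2 and IRX4 fell (-1.65 ± 0.18 and -1.31 ± 0.10), as did the T-box genes TBX3 and TBX5 (-1.04 and -0.72). Ventricular markers, 3 of which are also in that list, had 3 rises and 5 falls among 12 (adjusted p = 0.495), with the ventricular myosin light chain gene MYL2 at 0.16 (adjusted p = 0.181). Atrial markers had 4 rises and 3 falls among 9 (adjusted p = 0.668), with NPPA at 1.06 and GJA5 at -1.82.

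Among the endothelin and Gq signalling genes, regulators of the pathway led. RGS4 rose by 5.13 and the diacylglycerol kinase gene DGKI by 2.81, whereas the protein kinase D gene PRKD1 and the endothelin receptor gene EDNRB fell by 1.41 each. In that list, 11 of 30 members rose (12 adjusted over the list alone) and 5 fell (camera, adjusted p = 0.0725, and 0.0422 without ET1-CM 2; 0.324 with an estimated correlation). MAP kinase pathway genes had 4 rises and 6 falls among 22, with MAP2K1, an activator of ERK, at 2.85 ± 0.10 and MAP3K5 and MAP3K1 at -1.28 and -1.04. Their mean was 0.01 and their median -0.06, and camera gave a downward direction with an adjusted p = 0.716. In the calcineurin and NFAT list, RCAN2 fell (-1.26) and 4 of 21 members rose against 7 that fell, with a mean of -0.07 and a median just above 0 (adjusted p = 0.664). Growth factor and EGF family genes had 6 rises, led by HBEGF (2.19), and 9 falls, with ERBB3 at -1.18 and FGF13 at -1.03, among 31. Their mean was -0.08 and their median 0.03 (camera downward, adjusted p = 0.664). In the TGF-beta response list, TGFB2 and INHBA rose (1.42 and 1.79), and BMP2 fell with TGFBR3 (-1.36 and -2.36). Of its 28 members 7 rose (8 adjusted over the list alone) and 9 fell, with a mean of -0.11 and a median of 0.01 (camera downward, adjusted p = 0.693).

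Matrix genes were mixed as well. Of 32 extracellular matrix genes, 6 rose, with THBS1 at 2.79 and the collagen gene COL12A1 at 2.11, and 4 fell, among them FBN2 (-0.72; list adjusted p = 0.720). Matrix proteases and the plasminogen system had 6 rises and 1 fall among 19, with the urokinase gene PLAU at 2.08 and the protease inhibitor gene TFPI2 at 2.04 (adjusted p = 0.133). Inflammatory cytokine genes had 7 rises and 4 falls among 30, with the adhesion molecule gene VCAM1 at -1.86, the chemokine gene CXCL12 at -1.23 and the cytokine gene LIF at 1.16 (adjusted p = 0.0752). Interferon response genes had 4 rises and 7 falls among 26, and beside IFIT1 the RNA sensor gene RIGI fell (-0.75) while ISG15 rose by 0.60 (adjusted p = 0.428). Axon guidance genes had 7 rises and 11 falls among 25, led by SEMA6D (-2.35), EPHA2 (2.03) and ROBO2 (-1.65; list adjusted p = 0.221).

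Clock genes had 9 rises and 3 falls among 16 (camera, adjusted p = 0.0822), with the repressor genes BHLHE40 and PER2 at 2.15 and 1.35 and NR1D2 at -0.78. Glucocorticoid response genes had 6 rises and 2 falls (3 adjusted over the list alone) among 17, with the phosphatase gene DUSP1 at 2.66 and ERRFI1 at 1.59 (adjusted p = 0.243). TSC22D3 in that list gave -0.76, against 0.21 from its probe sets without a shared-target suffix. Targets of p53 had 6 rises, led by GADD45A (1.69), and 5 falls, among them DDB2 (-1.34) and TP53INP1 (-1.60), among 18. Their mean was -0.10 and their median 0.05 (camera downward, adjusted p = 0.946).

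Of the lists of cell type markers, atrial and ventricular ones included, only that of smooth muscle passed camera's test. By fry, which tests a list on its own, endothelial, epicardial and neural markers rose too (adjusted p = 8.4e-04, 0.00622 and 0.00622). Ventricular markers fell by fry (adjusted p = 0.0314). Of 13 cardiac fibroblast markers, 5 of which are also matrix genes, 1 rose and 1 fell, PDGFRA (-1.28), and the median was -0.01 (adjusted p = 0.768); adjusted over the list alone, only PDGFRA passed. Endothelial markers had 3 rises, with the VEGF receptor gene FLT1 at 2.78, and 1 fall, KDR (-1.49), among 15 (adjusted p = 0.112). The other rises, ROBO4 (0.36) and TIE1 (0.66), lost their calls without shared-target probe sets (adjusted p = 0.423 and 0.721). Both also lost them with an ordinary linear model (adjusted p = 0.0802 and 0.135), and each with some single arrays left out. Epicardial markers had 4 rises and 2 falls among 12, with the keratin genes KRT8, KRT18 and KRT19 at 1.88, 2.20 and 2.44 (adjusted p = 0.159). Of 13 neural markers 3 rose (2 adjusted over the list alone), with TUBB3 and NES at 0.82 each (adjusted p = 0.0943). Pluripotency markers had 2 rises and 1 fall, DNMT3B (-1.67), among 10, with a mean of -0.01, a median of 0.11 and an upward direction by camera (adjusted p = 0.495). Of the rises, SOX2 (0.34) lost its call without control-CM 1, ET1-CM 1, control-CM 3 or ET1-CM 3 (adjusted p = 0.0525 to 0.0767). It also lost its call with cyclic loess (adjusted p = 0.0619). Hepatocyte and endoderm markers had 1 rise and 1 fall among 12, and adjusted over the list alone the fall passed (adjusted p = 0.693). Of 10 leukocyte markers 0 passed in limma, with 2 at an unadjusted p below 0.05, and AIF1 and CD3E differed by 0.24 and -0.17 (adjusted p = 0.0819 and 0.126), the former with an adjusted p of 0.0334 without control-CM 1 and of 0.0208 to 0.0498 under 3 other settings, and the latter with 0.0453 (lower) with cyclic loess. Their mean was just below 0, their median 0.01, camera gave an upward direction (adjusted p = 0.946) and fry a downward one.

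Of the 51 lists, 11 passed camera's test at an adjusted p of 0.05 with its preset correlation, 9 upward and 2 downward. With an estimated correlation 0 passed, the lowest adjusted p being 0.324 and 5 lists having an unadjusted p below 0.05. That setting also raised camera's unadjusted p for most lists with an estimated correlation below the preset 0.01. The genes named by the study (-0.0144) went from 0.0165 to 0.0634 and endothelial markers (-0.0520) from 0.0506 to 0.105. Calcium handling and p53 genes had slightly lower p. Correlation among members alone therefore does not account for the loss of passes. The test fry, which takes each list on its own, gave 37 lists that moved on balance in a direction. Regrouping the 6 arrays in the 9 other ways, each of which keeps part of the difference between groups, gave up to 16 lists by the same preset test.

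Array quality was compared with a two-sided exact permutation test, whose smallest p for 3 arrays against 3 is 0.1. The GAPDH control probe sets had a 3' minus 5' difference of 0.272 ± 0.033 in control-CM and 0.322 ± 0.037 in ET1-CM (exact permutation p = 0.2), and those of ACTB differed by -0.485 between groups (exact permutation p = 0.1). The interquartile range of the arrays was 3.50 ± 0.03 in control-CM and 3.34 ± 0.03 in ET1-CM (exact permutation p = 0.1). Arrays of the same group correlated with r of 0.995 to 0.996 across probe sets, and arrays of different groups with 0.977 to 0.985. Among control arrays, control-CM 2 lay closest to the ET1-CM arrays, with r of 0.982 to 0.985 against 0.977 to 0.981 for control-CM 1 and control-CM 3.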

Values the study reported

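The study reported 731 of 54,765 probe sets as differentially expressed between ET1-CM and control-CM, with NPPB, ACTA1 and FOS among them.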

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

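The tests of other cell types, culture time, smooth muscle markers and ACTB below were chosen only after the result was seen, and those of splits of the arrays and of scaling were not. The arrays carry 13522 probe sets that name no gene or several genes, and no gene comparison uses them. Among these, 71 probe sets passed the study's criteria, 38 higher and 33 lower in ET1-CM. Of the 62 control probe sets, 7 had an adjusted p of 0.1 or less in limma. They were the 3 probe sets of ACTB (0.49 to 0.98), 2 of 18S ribosomal RNA (0.48 and 0.71) and 2 of 28S ribosomal RNA (0.44 and 0.38), all higher in ET1-CM.

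The 6 arrays can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. The real split gave 731 probe sets and 7089 genes, and the highest other split gave 0 of each in limma, with up to 2 probe sets beyond the minimum fold and 425 genes at an unadjusted p below 0.05. For both counts 1 split of the 10, the real one, gave as many. For gene lists the real split gave 11 with camera's preset correlation and the highest other split gave 16, so that 3 of the 10 splits gave as many. The mean difference of each of the 11 lists was larger in the real split than in every other split (lowest ratio 1.89). These lists were picked for passing in the real split. Each of the 9 other splits puts 1 array of a group with the other group, so only part of the difference between groups remains in it. The rest adds to the spread within each side, which lowers the counts of probe sets and genes there. Neither the ratio nor the counts of 0 can therefore show that the real split exceeds chance. The 3 other splits that part all 3 experiments gave 4 to 9 lists, and the 6 that part 1 experiment gave 7 to 16.

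The 50 genes of the replication and cell cycle lists fell by 1.47 on average. Scaling of the arrays is argued against, since under 4 other scalings the mean was at most -1.36. Loss of a whole other cell type is not decided. Among the markers of fibroblasts, endothelium, epicardium, smooth muscle, neural and pluripotent cells no list fell as a whole. The lowest median was -0.0135 (fibroblasts, with an SD over members of 0.49). Markers of a lost source would fall about as far as the 50 genes. Members of low signal, such as TIE1 and SOX2 (3.34 and 3.85 in control-CM), could hardly do so. PDGFRA (-1.28), KDR (-1.49) and DNMT3B (-1.67) did fall about that far. Each was the only fall in its list, against 1, 3 and 2 rises. Other proliferating cells had no list. A difference in culture time stays open, since the labels of the control arrays conflict. Their harvest text gives 18 h, which speaks against it, but 0 of them lack a source label that places the cells before stimulation, and the shared text also calls the control cells stimulated.

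Smooth muscle markers rose with a median of 0.43, against -0.01 for fibroblast markers. A lower share of cardiomyocytes would raise both alike. The medians differed by 0.440 (permutation p = 0.00477 over 100000 permutations of the members, two-sided), with SDs over members of 0.69 and 0.49. The permutation takes members as independent. Endothelial, epicardial and neural markers had medians above 0 (0.14, 0.08 and 0.25) and rose by fry. These values do not decide whether a lower share of cardiomyocytes contributed. A gain of smooth muscle cells, or a smooth muscle programme within the cardiomyocytes, stays open as well. The 9 markers outside the SRF list had a median of 0.426 and the 4 inside it 0.790, with TAGLN highest at 2.66, and no value decides between uneven regulation and more cells.

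The 3' minus 5' difference of ACTB differed by -0.485 between ET1-CM and control-CM (0.225 against 0.710). The GAPDH difference gave no sign of more degraded RNA in the control arrays, being 0.0491 higher in ET1-CM, with SDs of 0.033 and 0.037. Its 3' and 5' signals in control-CM, 13.8 and 13.5, lay close to the maxima of those arrays (14.7 to 14.8). A gap may not show at that level, so GAPDH does not decide the point. The study reports total RNA of high quality. Labelling of shorter fragments in the control arrays stays open. The 4 spiked-in transcripts had a mean shift of -0.166, each lower in ET1-CM, with an exact permutation p = 0.3, where 3 arrays against 3 cannot go below 0.1. The rise of ACTB itself, as a target of serum response factor, was not weighed against these.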

How the results depend on the processing

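The smooth muscle list without its SRF members was chosen after seeing the data (0.706 above other genes, adjusted p = 5.0e-04, and 0.324 with an estimated correlation). With the experiment number as a fixed block (paired), 731 probe sets, 7262 genes and 14 lists passed. The hypoxia, glycolysis and cholesterol lists gained the call (adjusted p = 0.0192, 0.0245 and 0.0313), against 0.696, 0.667 and 0.667 with an estimated correlation and no block. RPS19, RPL3 and MAP2 lost theirs (adjusted p = 0.0546, 0.0689 and 0.0505). The fixed block changed no other call of a list or of the 199 named genes followed over the settings. Genes outside that set, such as EDN1, IFIT3 and IFT80, were not followed. With the block as a random effect 731 probe sets, 7731 genes and the same 11 lists as without a block passed. Across the other settings 653 to 736 probe sets and 5274 to 8421 genes passed, and over single arrays left out 662 to 866 probe sets, 5526 to 6478 genes and 12 to 16 lists. The lists numbered 18 with cyclic loess, 37 with fry and 0 with an estimated correlation (camera, 5 at an unadjusted p below 0.05). Probe sets numbered 16288 without a minimum fold and 2126 beyond a log2 difference of 1, and genes 4663 at an adjusted p of 0.01 and 436 at the study's criteria, as looser or stricter thresholds must give. Of the 11 lists, 10 passed in every setting but the estimated correlation, and heat shock genes did not without shared-target probe sets (0.0822). In 1 or more other camera settings, passes were gained by the genes named by the study and by the ATF4, hypoxia, glycolysis, cholesterol, endothelin, clock, cardiac transcription factor, ribosomal protein, proteasome and inflammatory cytokine lists. Of 196 named genes that passed, 160 kept call and sign in every setting that tested them, and 183 in each with an array left out. Filters on low signal and on shared-target probe sets left some untested. In 1 or more settings 30 lost the call with the sign kept. The sign of 7 turned without shared-target probe sets, and of these only PSMD4, also among the 30, still passed there. The mean correlation between experiments was 0.953 for genes that passed, 0.866 for all genes, and 0.945 to 0.966 when an experiment was left out. The ACTB 3' minus 5' difference ran from -0.618 to -0.364 when an array was left out.

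The sign turned as follows, and the cause was not tested. Without shared-target probe sets, TMT1A gave 0.12, RCAN1 -0.18, CACNA1G 0.30, GINS2 0.0713, IDI1 -0.13, TSC22D3 0.21 and PSMD4 0.51 (adjusted p = 0.00343), and the means of lists against other genes were 0.0143 (ribosomal proteins), 0.0219 (p53), 0.00365 (fibroblasts) and -0.146 (atrial). Pluripotency and leukocyte markers gave -0.0131 and -0.0158 with quantile normalization, -0.0287 and -0.0316 with cyclic loess, and -0.0425 and -0.00411 with the mean of probe sets, where fibroblast markers gave 0.0376. Leaving out low signals gave 0.00258 (calcineurin) and 0.00490 (EGF family) without the lower part, and 0.00344 (endoplasmic reticulum stress) and 0.00933 (calcineurin) without means under 5. With an array left out, fibroblast markers ran from -0.198 to 0.0517 and pluripotency markers from -0.00319 to 0.0458. None of these lists had passed.

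Signal over background limits the low end. The unspiked control probe sets read 2.25 to 2.90, and 1549 genes (7.83%) had both group means at or below 2.90, 45 of which passed; no named gene was among them.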

Other observations

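All tests in this part were chosen after the results were seen. Genes were grouped by the prefix of their symbol into 357 families of at least 8 genes, and 10 families had an adjusted p of 0.05 or less by camera with its preset correlation, but 0 with an estimated correlation (lowest adjusted p 0.715). A prefix also gathers antisense, divergent and pseudogene symbols, which are counted with the family. Intraflagellar transport genes, which build cilia, were the clearest fall beside the MCM helicase family. Of 18 IFT genes 15 fell, among them IFT25 (-1.33) and IFT80 (-1.29), and IFT57 rose by 0.52 (mean -0.76, adjusted p = 3.0e-05). Centrosomal CEP genes fell in 24 of 38 cases, with CEP162 at -1.58 and CEP126 at -1.48 (mean -0.51, adjusted p = 7.6e-05), and 5 of 8 genes of the ciliary BBS family fell, with BBS2 at -1.45 (adjusted p = 0.0684). Exosome subunit genes fell in 8 of 10 cases (mean -0.40, adjusted p = 0.0324, though 6.34% of 10000 random lists matched for signal had a mean as low), NUP (nucleoporin) symbols in 12 of 26, with 2 rises (mean -0.32, adjusted p = 0.0116) and zinc finger ZNF genes in 175 of 502, with 31 rises (mean -0.21, adjusted p = 0.00342). Centring on the ribosomal protein genes gave 132 falls and 69 rises of ZNF genes, with a mean of -0.10. The means of the families named here kept their sign under centring on the median, quantile normalization, cyclic loess and centring on the ribosomal protein genes.

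Among rising families, 6 of 9 beta-tubulin genes rose, led by TUBB2A (1.62) and TUBB2B (1.03), with a mean of 0.65 (adjusted p = 0.0330). Genes with the symbol prefix CD rose in 18 of 84 cases and fell in 7 (mean 0.21, adjusted p = 0.0342). Keratin genes rose in 12 of 48 cases, with KRT80 at 2.30 beside the epicardial keratins (mean 0.33, adjusted p = 0.0217), while centring on the array median gave 11 rises and 2 falls and centring on the ribosomal protein genes 22 rises and 0 falls. TNF receptor family genes rose in 8 of 23 cases, with TNFRSF11B, the decoy receptor osteoprotegerin, at 2.39 and TNFRSF12A at 2.10, and TNFRSF19 fell (-0.34; family adjusted p = 0.0406). Of 20 CCL chemokine genes 7 rose, CCL4 by 5.81 and CCL2 by 1.49 (adjusted p = 0.0968). Each of these families had an adjusted p = 0.715 with an estimated correlation. Protein-coding genes passed the gene threshold in 39.5% of 16520 cases and long noncoding RNA genes in 16.9% of 2657, with 2623 rises and 3908 falls among the former and 218 and 230 among the latter. The endothelin 1 gene EDN1 itself rose by 0.70 while the receptor gene EDNRB fell by 1.41. In the IFIT family the fall of IFIT1 stood beside a smaller fall of IFIT5 (-0.44, adjusted p = 0.00260) and differences of 0.13 (IFIT2, adjusted p = 0.214) and 0.27 (IFIT3, adjusted p = 0.0298).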
